A study of Mus musculus with 10 samples. Its data were reported in "Altered lipid homeostasis is associated with cerebellar neurodegeneration in SNX14 deficiency" (2024).

How the data were processed

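RNA was sequenced from the cerebellum and the cerebral cortex of 5 mice at 1 year of age, which gave 10 libraries. Snx14 encodes a sorting nexin, a membrane protein of the endoplasmic reticulum that takes part in lipid handling, and the knockout (KO) mice carry a frameshift deletion in both copies of the gene. Groups were taken from the labels, which name 3 control mice and 2 KO mice for each tissue. Controls 1 and 2 are labelled heterozygous (Het) and control 3 wild type (WT), and the labels name all 3 as controls, which were pooled here. Each mouse contributed both tissues, as shown by the animal numbers in the labels. All libraries were prepared by the same company according to the labels, which give no sequencing batch or date.

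The deposited values are raw counts of read pairs per gene, 1 table per library, with no normalization and no pooling. Per the file headers and the study's methods, the authors trimmed paired-end reads, aligned them to the mouse genome build GRCm38 with STAR and counted them over exons with featureCounts 2.0.1. Pairs whose ends lay on different chromosomes were left out, strand was not used, and reads that mapped to several places were not counted. A pair that overlapped several genes was counted for each of them. Because the libraries were made strand-specific and counted without strand, an antisense or overlapping gene can receive its neighbour's reads. For that reason the share of each gene's exonic bases that lies in another gene was computed from the exon coordinates in the tables, and it exceeded 50% for 2604 genes.

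The tables hold 81881 entries. The 55536 with a mouse gene identifier were used, and the gene names were taken from the GENCODE M21 annotation, whose coordinates matched for 55536 of them. The other 26345 entries, of which 26248 have a number as identifier and 97 are spike-in sequences, were left out of library sizes and tests. They held between 0.160% and 0.926% of the counts of a library, and the spike-in entries held 0. All 37 mitochondrially encoded genes had a count of 0 in every library, so leaving them out changed nothing.

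Library totals ranged from 16088310 to 22975355 gene counts. The biological coefficient of variation estimated by edgeR was 0.121 in cerebellum and 0.141 in cortex. Counting error is therefore a small part of the spread for well expressed genes, while genes near the count minimum carry little information.

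All replicates were compared before they were pooled. The chi-square statistic of their counts per degree of freedom lay between 4.41 and 31.7 for the pairs within a group. Libraries of a group come from different mice, which vary beyond counting noise, so this statistic cannot decide on pooling. All libraries were kept as separate samples because each is a separate mouse or tissue. The tissue labels were checked with marker lists. Expression is given as counts-per-million (CPM) values. The summed CPM of 12 granule cell genes were 5046 to 5934 in the cerebellum libraries and 366 to 553 in the cortex libraries. Those of 9 cortical excitatory neuron genes were 554 to 676 and 2784 to 3355. Xist and Y-linked genes marked control 2 and KO 2 as male and the other mice as female in both tissues.

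KO and control libraries were compared within each tissue with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with genotype class as the only term. Genes were kept by filterByExpr with a count minimum of 10, and libraries were scaled by TMM factors. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the study. CPM values are TMM-scaled within a tissue, and log2 fold changes are KO against control, with their standard error (SE). The difference of the KO effects between the tissues was tested as an interaction contrast in 1 fit of all 10 libraries, with an adjusted p under 0.05. The study used DESeq2, which was run here (version 1.42.0) as an alternative. Adjusted p-values that DESeq2 did not give stayed missing.

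Gene lists of cell types, brain regions, lipid, lysosome, iron and stress processes were written before the data were examined. For each tissue 31 lists with at least 3 tested genes were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. Benjamini-Hochberg adjustment ran over the lists of a tissue or of the interaction. Camera with an estimated correlation and the rotation test fry were alternatives. The genes named in the text were fixed by a rule before the data were examined. They are Snx14, the genes the study names at this age, the 5 genes with the smallest adjusted p in each direction and tissue among calls with a mean of at least 1 CPM and no overlap between KO and controls, the 5 interaction genes with the smallest adjusted p in each direction, and at most 3 members of each list that passed its test. Other genes were named after their values were seen and are described as such. Some genes that the rule selects are not reported here.

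The tests were run on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by a log2 of 1. With 3 and 2 libraries edgeR called 152 of these genes (76.0%) and 4 unchanged ones among 19107 genes of the cerebellum. For the cortex it called 151 (75.5%) and 9 among 18902 genes. A simulated list of 15 genes shifted by a log2 of 0.5 gave a camera p of 1.04e-16 in cerebellum and 5.23e-10 in cortex, and 5 and 3 of 100 unshifted lists had an unadjusted p under 0.05. Each gene was drawn independently, with a spread set by its expression level alone. Simulated lists thus had no inter-gene correlation and genes no spread of their own. These rates cannot be carried over to the real genes and lists, where both occur.

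Whether the libraries pair was checked on log2 CPM over 20614 genes. For the replicate numbers, the difference between replicates 1 and 2 in controls was correlated with that in KO mice. Control 3 did not enter this check. The r was -0.01 in cerebellum and 0.10 in cortex, so the replicate numbers were treated as names. For the animals, deviations from the group means were correlated between the tissues of the same animal. That r was 0.20, 0.37 and 0.16 for controls 1, 2 and 3. It was 0.33 for the KO pair, whose values are equal by construction because the group has 2 animals. The animal therefore pairs the tissues, and the interaction test was repeated with the animal as a block.

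The other alternatives were RLE size factors, library totals without a composition factor, no filter on low counts, at least 10 counts in every library, 1 fit of all libraries, the replicate number as a block, a sex covariate, an offset for gene length, other fold change thresholds, a prior count of 0.5, and leaving out each library in turn. Alternatives chosen after the data were seen were DESeq2 with no filter on low counts, a striatum score as a covariate in cortex, and leaving out genes that share over 50% of their exonic bases. Data of mice at 1 month of age, lipid measurements and histology were not analysed here.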

Results

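To ask how loss of Snx14 changes transcription in a brain region that degenerates and in one that does not, RNA was sequenced from the cerebellum and cerebral cortex of 1-year-old Snx14-KO mice and controls. The controls of each tissue were 2 Het mice (controls 1 and 2) and 1 WT mouse (control 3), and there were 2 KO mice (KO 1 and KO 2). The cerebellum libraries held 20903247, 20850612 and 19042033 gene counts for controls 1 to 3, and 17732506 and 22975355 for KO 1 and KO 2. The cortex libraries held 17568027, 20358716 and 17094655 for the controls, and 18305609 and 16088310 for KO 1 and KO 2. Each group held 1 male, control 2 or KO 2, by the expression of Xist and Y-linked genes. Replicates correlated across genes with r of 0.981 or more on log2 CPM. In a principal component analysis of the 500 most variable genes, control 2 lay apart from the other libraries on the first component in cerebellum, which held 38.7% of the variance, and in cortex, where it held 44.5%.

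Snx14 (ENSMUSG00000032422.17) lies on the minus strand of chromosome 9 from 88376750 to 88438958 in GRCm38, and 8.92% of its exonic bases overlap another gene. In cerebellum it was at 44.3 and 41.5 CPM in the Het controls, at 76.1 CPM in the WT control, and at 15.9 and 18.0 CPM in the KO mice. In cortex the corresponding values were 33.1 and 33.8, 48.8, and 14.5 and 15.5 CPM. Relative to the 1 WT library, whose own error is unknown, KO cerebella retained 22.3% ± 1.95 (SD, n = 2) of the transcript and KO cortices 30.8% ± 1.52 (SD, n = 2). Het animals had 56.3% ± 2.60 in cerebellum and 68.6% ± 1.02 in cortex (SD, n = 2). Against the pooled controls Snx14 fell by 1.66 on the log2 scale in cerebellum (SE 0.256, adjusted p 0.0140), with both KO libraries below all 3 controls. Without control 3, which leaves only Het controls, it fell by 1.33 (adjusted p 0.00698), the largest shift among the alternatives tried in this tissue. In cortex it fell by 1.36 (SE 0.192), again with both KO libraries below all 3 controls. The unadjusted edgeR p was 0.000132 and the adjusted p 0.754, so the gene did not pass over all genes tested. DESeq2 gave it an adjusted p of 1.42e-06, and edgeR without control 2 gave 0.00207.

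**Figure D1:**
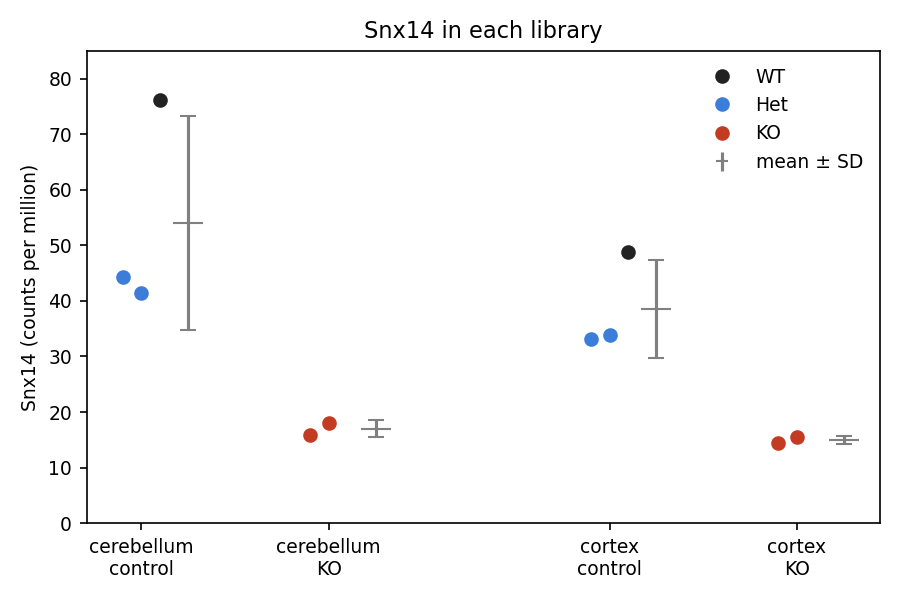
Snx14 in CPM (vertical axis) in each library of the 4 groups (horizontal axis), with the mean and SD of each group in grey. The KO libraries lie between 14.5 and 18.0 CPM, below the Het controls at 33.1 to 44.3 and the WT controls at 48.8 and 76.1 CPM.

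In cerebellum 302 of 19447 tested genes were called, 100 higher and 202 lower in KO mice. An unadjusted p under 0.05 was found for 2611 genes. Both KO libraries lay on one side of all 3 controls for 302 of the 302 calls and for 30.2% of all tested genes, against 20% by chance. The alternative that moved the count most was testing with no filter on low counts, which called 842 genes, 481 higher and 361 lower, including all 302. That fit had infinite prior degrees of freedom, against 5.41 with the filter, and its p-values are not reliable. Single control libraries also moved it: 133 genes were called without control 1, 179 without control 3 and 400 without control 2. DESeq2 called 432 genes, of which 298 were shared. The 5 lower calls with the smallest adjusted p (0.000444 for each) were Ppp1r17, Gm43398, Kcnip1, Gm14033 and Stk17b. Ppp1r17 (ENSMUSG00000002930.6, chromosome 6, 56017497 to 56032689) went from 246 ± 5.22 CPM (SD, n = 3) to 101 ± 5.27 CPM (SD, n = 2), a log2 change of -1.28 (SE 0.0652). Kcnip1 (chromosome 11, 33629339 to 33993152) changed by -1.29 (SE 0.0763), Stk17b (chromosome 1, 53755506 to 53785224) by -1.26 (SE 0.0808) and the noncoding gene Gm14033 (chromosome 2, 55411790 to 55433435) by -1.59 (SE 0.0994). Gm43398 (chromosome 5, 143395503 to 143398244), which shares 39.5% of its exonic bases with another gene, changed by -1.10 (SE 0.0618). The higher calls with the smallest adjusted p were Gfap, Lyz2, Agt, Ccdc3 and Gm26776. Agt (ENSMUSG00000031980.9, chromosome 8, 124556534 to 124569706) rose from 78.3 ± 6.19 CPM (SD, n = 3) to 205 ± 36.9 CPM (SD, n = 2), a log2 change of 1.39 (SE 0.110, adjusted p 0.000776). Ccdc3 (chromosome 2, 5137776 to 5230878) rose by 1.77 (SE 0.152, adjusted p 0.00104) and Gm26776 (chromosome 2, 5137749 to 5230864) by 1.71 (SE 0.151, adjusted p 0.00113). These genes lie on opposite strands of the same region and share 69.1% and 98.6% of their exonic bases with other genes, so their counts are not separate measurements. Among the 302 calls, 16 share over 50% of their exonic bases with another gene.

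**Figure D2:**
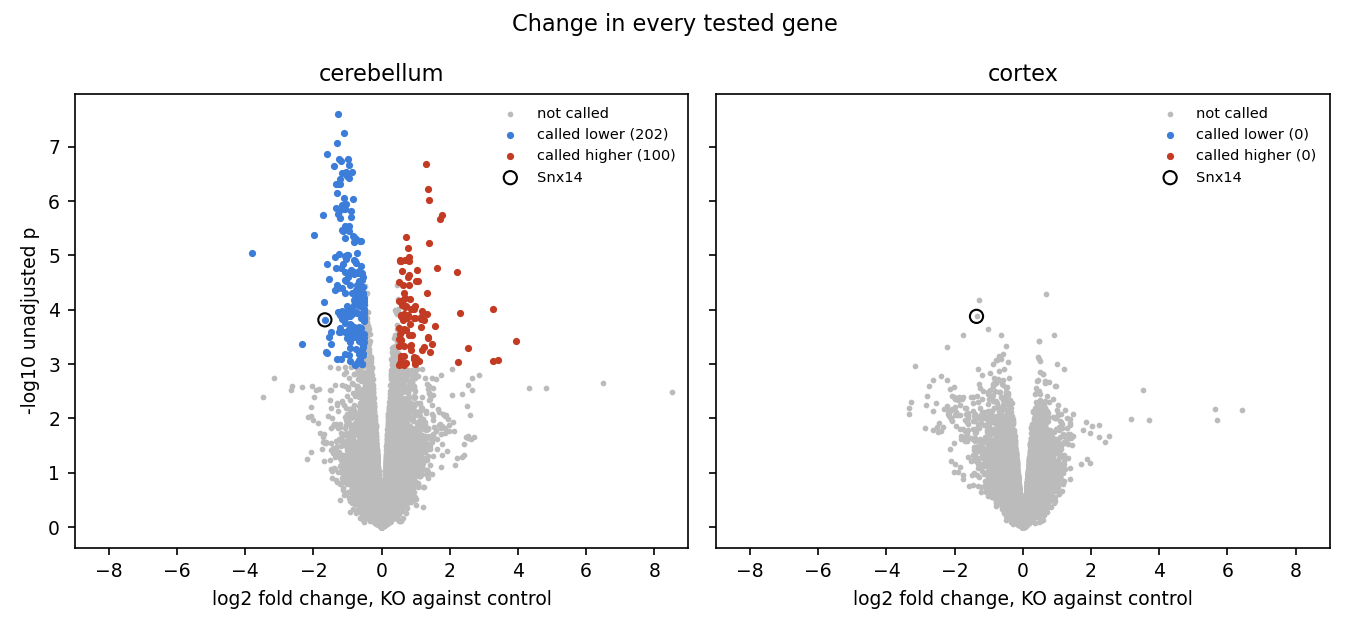
Log2 fold change of KO against control (horizontal axis) and -log10 of the unadjusted edgeR p (vertical axis) for every tested gene in cerebellum (left) and cortex (right), with called genes in colour and Snx14 circled. The cerebellum panel holds 100 genes called higher and 202 called lower, and the cortex panel 0 of either.

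The study names 11 genes besides Snx14 in the 1-year cerebellum, Purkinje cell (PC) markers among those that fell and glial genes among those that rose. Over all genes tested, 10 of these 12 genes passed, and 12 of 12 passed when adjusted over the list alone. The study chose these genes on these samples, so the count over the list is not independent evidence. Calb1 (ENSMUSG00000028222.2, chromosome 4, 15881264 to 15908064) went from 1190 ± 66.5 CPM (SD, n = 3) to 504 ± 2.59 CPM (SD, n = 2), a log2 change of -1.24 (SE 0.0904, adjusted p 0.000505). The changes of Car8, Rgs8 and Pcp2 were -1.35, -1.23 and -1.08, with adjusted p-values of 0.000505, 0.000505 and 0.000937. Pcp2 shares 51.5% of its exonic bases with another gene, Pet100. Gfap (ENSMUSG00000020932.14, chromosome 11, 102887336 to 102900912) rose from 210 ± 19.2 CPM (SD, n = 3) to 517 ± 4.51 CPM (SD, n = 2), a log2 change of 1.30 (SE 0.0856, adjusted p 0.000444). Lyz2 rose by 1.37 (SE 0.103, adjusted p 0.000591), from 11.98 ± 0.711 CPM (SD, n = 3) to 31.0 ± 0.492 CPM (SD, n = 2). C4b rose by 1.14 and Apoe by 0.65, with adjusted p-values of 0.0169 and 0.0124. These calls did not hold in every fit that left out 1 control. C4b had an adjusted p of 0.109 without control 1, and Apoe of 0.0687 without control 1 and 0.0778 without control 3. The log2 changes in these fits were 1.10 for C4b and 0.61 and 0.65 for Apoe, near those with all controls. The lost calls therefore do not show that the rises rest on 1 animal. Cd68 (log2 change 0.95, adjusted p 0.109) and Trem2 (0.80, adjusted p 0.0843) did not pass over all genes with edgeR and passed with DESeq2 (adjusted p 0.0413 and 0.00945).

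To ask which cell types and processes moved as sets, 31 gene lists were tested in cerebellum, and 15 passed, 13 higher and 2 lower. With an estimated inter-gene correlation 0 passed, and 7 had an unadjusted p under 0.05. With fry 11 passed, of which 9 were shared: the PC, zebrin-negative PC, astrocyte, reactive astrocyte, disease-associated microglia, striatum, lipid droplet, lipid transport and oxidative stress lists. All 26 PC genes were lower (median log2 change -0.95, adjusted p 1.12e-30), of which the study had picked 4. Among them Kcnab1 changed by -0.94 (adjusted p 0.000444) and Homer3 by -0.96 (adjusted p 0.000467). Of the zebrin-negative PC genes 4 of 5 were lower (median -0.94, adjusted p 0.000577), and the zebrin-positive PC list did not pass (median 0.16, adjusted p 0.882). The zebrin-positive median was 0.32 without control 1, 0.04 without control 2 and 0.07 without control 3. In the same fits the zebrin-negative median stayed between -0.96 and -0.93. All 13 reactive astrocyte genes were higher (median 0.78, adjusted p 4.77e-10), including Serpina3n at 1.38, and all 16 disease-associated microglia genes were higher (median 0.79, adjusted p 4.08e-10), including Spp1 at 1.18. The astrocyte list had a median of 0.34 (adjusted p 0.000577), with Gja1 at 0.78 and Aqp4 at 0.69. The homeostatic microglia list had a median of 0.35 (10 of 11 higher, adjusted p 0.000403; fry 0.173), with Fcrls at 1.62. Medians of lists of lipid genes were 0.26 for lipid transport (10 of 14 higher, adjusted p 0.00341), 0.18 for lipid droplets (14 of 17, adjusted p 0.000577), 0.21 for fatty acid synthesis (10 of 12, adjusted p 0.00360) and 0.10 for fatty acid oxidation (11 of 13, adjusted p 0.0330). In these lists Mfsd2a rose by 1.24, Apod by 0.57, Plin4 by 2.24 and Acsl3 by 0.45, and Elovl6 fell by 0.41. The lysosome list had a median of 0.09 (17 of 20, adjusted p 0.00760), the fibroblast list 0.64 (10 of 10, adjusted p 0.00222), the striatum list 0.22 (10 of 13, adjusted p 0.0198) and the molecular layer interneuron list 0.21 (7 of 8, adjusted p 0.0430). The oxidative stress list passed with a median of 0.02 (adjusted p 0.0430), as 8 of 14 members rose, Gpx3 by 1.16, Txnip by 0.90 and Prdx6 by 0.55. Some of these lists did not pass with 1 control left out. Oxidative stress and fatty acid oxidation failed whichever control was left out (adjusted p from 0.0517 to 0.0833 and from 0.0533 to 0.0693). The interneuron list failed without control 1 (0.0524) or control 2 (0.246). Without control 2 the median of the fibroblast list was 0.37 and that of the interneuron list 0.12.

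**Figure D3:**
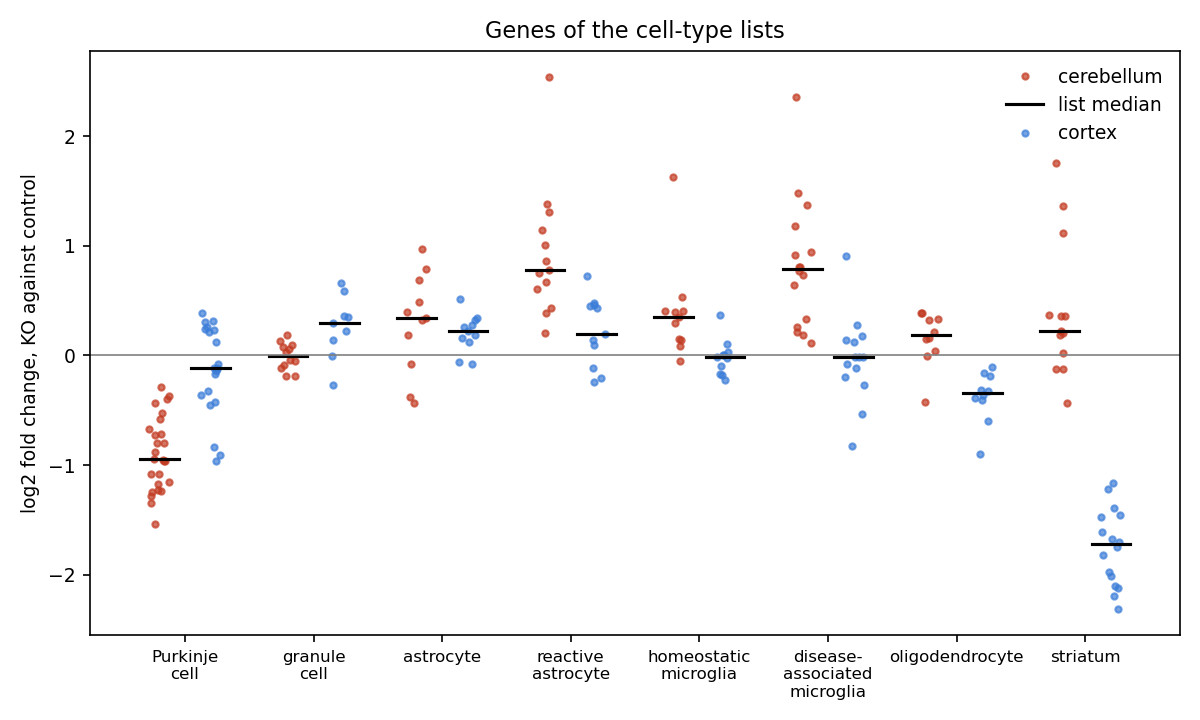
Log2 fold change of KO against control (vertical axis) of each tested gene of 8 lists (horizontal axis), in cerebellum (red) and cortex (blue), with the list median as a black bar. The PC list has a median of -0.95 in cerebellum and -0.12 in cortex, and the striatum list 0.22 and -1.72.

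The 16 lists that did not pass in cerebellum included the granule cell list, with 6 genes higher and 6 lower and a median of -0.00373 (adjusted p 0.951), the iron and ferroptosis list (0.06, adjusted p 0.332) and the cholesterol biosynthesis list (0.05, adjusted p 0.304). In the iron list Slc7a11 rose by 0.83 (adjusted p 0.0159), a gene singled out after its value was seen. The choroid plexus list had a median of -0.58 (10 of 11 lower, adjusted p 0.0947), and the oligodendrocyte list 0.19 (8 of 10 higher, adjusted p 0.0947).

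The cortex, which the study describes as spared, was compared in the same way, and 0 of 19202 tested genes were called. The smallest adjusted p was 0.636, and 1139 genes had an unadjusted p under 0.05, 507 higher and 632 lower. KO and control libraries did not overlap for 24.5% of tested genes, against 20% by chance. The count depended on the test and on 1 library. DESeq2 called 49 genes, 3 higher and 46 lower. Without control 2 edgeR called 98, 20 higher and 78 lower, of which 41 were among the 49. With no filter on low counts edgeR called 380, again with infinite prior degrees of freedom. The higher DESeq2 calls, named after their values were seen, were Etnppl, Lyz2 and Sult1a1, with log2 changes of 0.69, 0.90 and 1.22. The synaptic vesicle genes that the study names in this tissue were Doc2b (ENSMUSG00000020848.7, chromosome 11, 75768966 to 75796049) and Sv2c (ENSMUSG00000051111.16, chromosome 13, 95954594 to 96132577). Doc2b was at 32.8 ± 8.76 CPM (SD, n = 3) in controls and 14.3 ± 3.83 CPM (SD, n = 2) in KO mice, a log2 change of -1.20 (SE 0.2501, adjusted p 0.754). Sv2c was at 64.9 ± 16.6 CPM (SD, n = 3) and 35.5 ± 6.48 CPM (SD, n = 2), a log2 change of -0.87 (SE 0.212, adjusted p 0.754). With DESeq2 the adjusted p-values were 0.00520 and 0.0333, and with edgeR without control 2 they were 0.0109 and 0.0154. For both genes control 2 was the highest control and KO 2 lay below KO 1, the order of the striatum genes described below. Doc2b was at 42.9 CPM in control 2 and 11.6 CPM in KO 2, and Sv2c at 84.0 and 31.0 CPM. With the striatum score as a covariate DESeq2 called neither, so uneven inclusion of striatal tissue stays open for both in cortex. Both genes were also lower in KO cerebellum, where Doc2b changed by -0.81 (SE 0.0965, adjusted p 0.00493) and Sv2c by -0.90 (SE 0.185, adjusted p 0.0517, and 8.1e-05 with DESeq2). Their changes did not differ between the tissues by the test of the difference itself (Doc2b 0.41, adjusted p 0.793; Sv2c -0.00478, adjusted p 1). Of Snx14, Doc2b and Sv2c, 0 of 3 passed over all genes and 3 of 3 when adjusted over the list alone, which the study also chose on these samples.

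Of the 31 lists 6 passed in cortex, 5 higher and 1 lower. With fry 0 of the 31 passed, with 3 at an unadjusted p under 0.05 that were not among the 6, and with an estimated correlation 0 passed, with 0 at that level. All 16 striatum genes were lower in KO cortex (median -1.72, adjusted p 2.12e-14), among them Adcy5 (-1.16), Pde10a (-1.75) and Rgs9 (-2.01). The mean log2 CPM of the list varied within the groups as well: it was 6.45, 7.68 and 6.31 in controls 1 to 3, and 5.65 and 4.56 in KO 1 and KO 2. Without control 2 the median of the list was -1.12. The cortical excitatory neuron list had a median of 0.17 (8 of 9 higher, adjusted p 0.0533) and the synaptic vesicle list -0.04 (13 of 17 lower, adjusted p 0.0752). Without control 2 these medians were 0.11 and -0.12, and without control 3 they were 0.21 and -0.01. The endothelial list had a median of 0.49 (8 of 8 higher, adjusted p 0.00496), the fibroblast list 0.65 (10 of 10, adjusted p 0.0231), the immediate early list 0.38 (10 of 10, adjusted p 0.00675), the astrocyte list 0.22 (9 of 11, adjusted p 0.00675) and the cholesterol biosynthesis list 0.11 (17 of 19, adjusted p 0.0286). Without control 3 the count of lists was 2, and 1 of these, the striatum list, was among the 6. Medians without a single control ranged from 0.25 (control 3) to 0.91 (control 1) for the endothelial list, from 0.20 (control 2) to 1.31 (control 1) for the fibroblast list, and from 0.17 (control 3) to 0.80 (control 2) for the immediate early list. The fibroblast list also failed without control 2 (adjusted p 0.312), and the cholesterol list without control 1 (0.0959). The PC list, with a median of -0.12 (adjusted p 0.192), and the disease-associated microglia list, with -0.02 (adjusted p 0.890), did not pass.

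**Figure D4:**
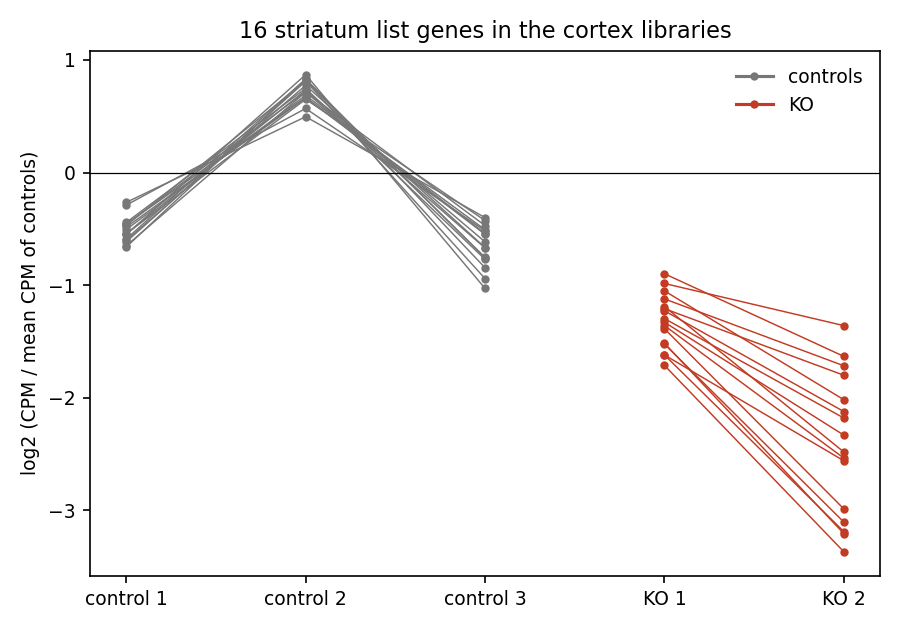
Log2 of the CPM over the mean CPM of the controls (vertical axis) for the 16 striatum genes in each cortex library (horizontal axis), 1 line per gene and group. In 16 of 16 genes control 2 is the highest control and KO 2 lies below KO 1.

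To ask whether the KO effect differed between the tissues, the difference itself was tested. Of 20614 genes 21 had an adjusted p under 0.05 and 1706 an unadjusted p under 0.05. The cerebellum effect was higher for 5 of the 21 and lower for 16, and 18 were also called in cerebellum. With the animal as a block, which pairs the tissues of a mouse, 128 genes passed, 42 higher and 86 lower, including all 21. DESeq2, the alternative that moved the count most, gave 221. Leaving out cortex control 2 gave 117 genes, while 10 passed without cerebellum control 1, 11 without cerebellum control 3 and 11 without cortex control 3. Car8 had a difference of -1.71 (SE 0.159, adjusted p 0.00373), Kcnip1 of -1.26 (SE 0.117, adjusted p 0.00373) and Stk17b of -1.76 (SE 0.197, adjusted p 0.00583). Icmt (chromosome 4, 152297227 to 152307121) had a difference of -1.22 (SE 0.117, adjusted p 0.00373), Cck (chromosome 9, 121489824 to 121495694) of -1.33 (SE 0.143, adjusted p 0.00583) and Garnl3 (chromosome 2, 32986224 to 33131654) of -1.02 (SE 0.110, adjusted p 0.00583). The genes with a higher cerebellum effect were Hrk (chromosome 5, 118164648 to 118189478; 1.77, adjusted p 0.00520), D430019H16Rik (chromosome 12, 105453856 to 105493095; 1.74, adjusted p 0.0202), Camkv (1.12, adjusted p 0.0361), Lmo3 (1.67, adjusted p 0.0391) and Npas2 (1.49, adjusted p 0.0408). Of these Hrk alone passed in every fit that left out 1 control library, and Camkv reached 0.109 without cerebellum control 3. Snx14 itself did not differ between the tissues (difference -0.28, adjusted p 0.934). Of 31 lists 7 passed: the PC list (-0.74, adjusted p 9.03e-21) and the choroid plexus list (-0.66, adjusted p 0.0295) changed less upward or more downward in cerebellum, and the disease-associated microglia (0.89, adjusted p 1.89e-07), homeostatic microglia (0.39, adjusted p 0.000190), reactive astrocyte (0.58, adjusted p 0.00218), oligodendrocyte (0.53, adjusted p 0.0256) and striatum (2.08, adjusted p 4.16e-12) lists the other way. Fry passed 3 lists, of which the PC and disease-associated microglia lists were among the 7, and the estimated correlation passed 1, the PC list.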

Values the study reported

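The study reported a 90% reduction of the Snx14 transcript in homozygous mutants. It defined differentially expressed genes by an absolute log2 fold change above 0.50 and an adjusted p below 0.05. In the cortex of 1-year-old mice it counted 37 genes as lower and 3 as higher in knockouts. In the cerebellum at the same age it counted 142 genes as higher and 222 as lower.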

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

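The results in this part are genes and lists whose KO effect differed between cerebellum and cortex in the interaction test, and the tests of cortical, striatal and choroid plexus tissue, of the granule cells and of 1 control cortex library were chosen after the results were seen, while the comparison of PC subtypes was chosen before.

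Among the genes that fell more in cerebellum, the difference of the log2 changes was -1.71 for Car8, -0.76 for Rgs8, -1.26 for Kcnip1, -1.76 for Stk17b, -1.22 for Icmt, -1.33 for Cck and -1.02 for Garnl3. In cortex Car8 was at a mean of 11.3 CPM in controls and 14.7 CPM in KO mice. The PC list had a median difference of -0.74. All 26 of its genes have a mean of at least 1 CPM in control cerebellum and 21 do in control cortex, 6 are also in another list, and the study picked 4 from these libraries. Depth, gene length and GC content are weighed below for the cerebellum calls as a whole and left most of them in place. A fall of many PC genes together goes with a lower number of PCs or a lower level of their transcripts per cell. Bulk counts do not separate these. By staining, the study found a lower PC density in an anterior lobule of younger KO mice. It saw signs of degeneration in anterior lobes before posterior ones. If PCs were lost evenly, genes of zebrin-positive and zebrin-negative PCs, which form alternating stripes in the cerebellum, would fall alike. The mean log2 changes of the lists differed by 0.69, and the exact two-sided permutation p over genes was 0.127 (252 arrangements of 5 and 5 genes, which are not independent replicates). Even loss and loss weighted to zebrin-negative PCs cannot be told apart here, because each list has 5 genes, of which 2 zebrin-positive and 4 zebrin-negative ones are also in another list.

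The difference was 1.77 for Hrk, 1.74 for D430019H16Rik, 1.12 for Camkv, 1.67 for Lmo3 and 1.49 for Npas2. In cerebellum both KO libraries lay above all 3 controls for each of them. Hrk, D430019H16Rik and Npas2 were called there, while Camkv was called with DESeq2 alone (adjusted p 0.0192, edgeR 0.0565) and Lmo3 with neither (DESeq2 0.140, edgeR 0.125). Cortical tissue left on the KO cerebella could have brought these transcripts, and it would bring abundant cortical transcripts in the same share. Camkv, Lmo3 and D430019H16Rik, whose level in control cerebellum is under 5% of that in cortex, rose by 0.647% (SE 0.109), 1.45% (SE 0.4996) and 2.88% (SE 0.369) of the cortex level. The 4 of 9 cortical excitatory neuron genes under the same limit had a median of -0.00442%, and the highest of them, Nrgn, rose by 0.170% (SE 0.0721). Hrk and Npas2, with cerebellum levels at 16.4% and 6.10% of those in cortex, rose by 27.1% (SE 3.04) and 8.34% (SE 1.18), against 0.891% (SE 2.14) for Slc17a7. Among the other cortical genes above the limit, Neurod2 rose by 18.98% (SE 16.9), Rorb by 7.34% (SE 2.16), Cux2 by 3.42% (SE 4.63) and Neurod6 by 0.454% (SE 1.27). Cortical tissue as the source of all 5 rises is argued against by the genes that the cerebellum lacks. Striatal tissue cannot be told apart from a change in the cerebellum, because the levels of the 5 genes in striatum were not measured. Of the 8 striatum genes under the limit 5 rose, with a median of 0.359% of the cortex level (range -0.356 to 2.57). Part of the difference lies in cortex, where both KO libraries lay below all 3 controls for Hrk (-0.36), Camkv (-0.34), Lmo3 (-0.58) and Npas2 (-0.23), though not for D430019H16Rik (-0.15). Lmo3 and Camkv follow the order of the striatum genes there, in which control 2 is the highest control and KO 2 lies below KO 1. Hrk and Npas2 do not, since control 2 is their lowest control. A response of cerebellar cells to the KO stays open and was not tested further.

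The glial lists differed upward in cerebellum, by a median of 0.58 for reactive astrocytes, 0.39 for homeostatic microglia and 0.89 for disease-associated microglia. Of the 13 reactive astrocyte genes 10 have a mean of at least 1 CPM in control cerebellum, 1 is in another list and 2 were picked by the study. For the 11 homeostatic microglia genes these counts are 11, 1 and 0, and for the 16 disease-associated microglia genes 14, 2 and 4. Fewer PC transcripts raise the share of every other cell type alike. The 12 granule cell genes, all above 1 CPM and in no other list, had a median change of -0.00373 in cerebellum and ranged from -0.19 (Gabra6) to 0.19 (Barhl1), whereas the median of the disease-associated microglia list was 0.79. A shift in shares caused by fewer PC transcripts alone is thus argued against. A joint fall of granule cell and other RNA would not show here, because the scaling holds most genes near no change. A shift in shares from such a fall stays open. More glial cells and higher transcript levels per cell both stay open in these counts. Within these data a glial response to the KO is a hypothesis found and examined on the same libraries. By staining, the study reported a build-up of microglia and reactive astrocytes in younger KO cerebella, which is evidence from outside these libraries.

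The striatum list had a median difference of 2.08, which lies mostly in cortex: its median change was 0.22 in cerebellum and -1.72 in cortex. All 16 genes have a mean of at least 1 CPM in control cortex and 10 in control cerebellum, and none is in another list or was picked by the study. The values also differ within the groups, and Penk was at 261, 632 and 248 CPM in control cortices 1 to 3 and at 145 and 47.9 CPM in KO 1 and KO 2. Without control 2 the median in cortex was -1.12. Uneven inclusion of striatum in the cortex dissections is a candidate explanation that these values go with. A lower level of striatal transcripts in KO mice on top of it stays open.

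The choroid plexus list had a median difference of -0.66. Its 11 genes all have a mean of at least 1 CPM in control cerebellum and 3 do in cortex. KO 1 alone differed from the cerebellum controls by a median of -3.59 and KO 2 alone by 0.50. Ttr was at 2734, 1192 and 3323 CPM in the controls, 34.8 CPM in KO 1 and 2821 CPM in KO 2. Choroid plexus carried unevenly with the cerebellum may account for the difference, since KO 1 lies below all 3 controls while KO 2 lies within their range (mean log2 CPM of the list 5.51, 3.35 and 5.43 in controls 1 to 3, 1.52 in KO 1 and 5.35 in KO 2). Without control 2 the cerebellum median of the list was -1.02 and without control 1 it was -0.26.

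The oligodendrocyte list had a median difference of 0.53. All 10 genes have a mean of at least 1 CPM in both tissues, and none is in another list. Their mean log2 CPM was 7.48, 8.40 and 7.48 in control cortices 1 to 3 and 7.47 and 7.51 in KO 1 and KO 2. The median change in cortex was -0.34, and 0.0415 without control 2. A different tissue piece in the control 2 cortex is a candidate explanation for the cortex part of this difference. In cerebellum the list had a median of 0.19, with 0.37 without control 2 and 0.05 without control 1.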

How the results depend on the processing

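The alternatives were chosen before the data were examined, except DESeq2 with no filter on low counts, the striatum score as a covariate, and leaving out genes that share exonic bases. Fits that left out a KO library kept 1 KO library, so they give changes but no calls. Leaving out mitochondrially encoded genes removed no counts and shows nothing.

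The count of 302 cerebellum calls stayed between 232 (1 fit of all libraries) and 432 (DESeq2) under RLE factors, library totals, a minimum of 10 counts in every library, a sex covariate, a length offset, no fold change threshold, DESeq2 with no filter on low counts, and without overlapping genes. With no low-count filter it was 842, and above an absolute log2 change of 1 it was 107, by construction. Without the filter edgeR estimated infinite prior degrees of freedom in both tissues, against 5.41 in cerebellum and 4.64 in cortex with it. That fit gives no weight to the spread of a single gene, so its counts and p-values, here and for Snx14, are not reliable. With the filter the count ranged from 133 (without control 1) to 400 (without control 2) across the 3 fits that each left out 1 control. In cortex 0 genes were called, with 1139 at an unadjusted p under 0.05. DESeq2 called 49, also 49 with no filter on low counts, edgeR with no filter 380, and edgeR with the sex covariate 3. Leaving out 1 control gave 0 to 98 calls, and 98 came without control 2. With the striatum score as a covariate DESeq2 called 2 and edgeR 0, with 730 at an unadjusted p under 0.05. For DESeq2 and the sex covariate the cause was not tested.

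Snx14 in cerebellum kept its call in every fit with 2 KO libraries, with log2 changes from -1.82 to -1.33 (adjusted p from 9.48e-49 to 0.0435). In cortex it passed with a change of -1.36 with no filter in edgeR (adjusted p 4.54e-16), with DESeq2 (-1.36, 1.42e-06), with DESeq2 without the filter (-1.36, 2.11e-06), with DESeq2 and the striatum score (-1.70, 0.00704) and without control 2 (-1.45, 0.00207). Across the 5 fits that left out 1 library the change ranged from -1.46 to -1.16, and the adjusted p of the alternatives in which it did not pass ranged from 0.157 to 0.966. The cause was not tested.

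The replicate numbers do not pair control and KO mice (correlations of deviations -0.01 in cerebellum and 0.10 in cortex). The fit with the replicate number as a block called 181 genes in cerebellum, 61 higher and 120 lower, of which 165 were among the 302, and 3 in cortex. Snx14 changed by -1.16 in cortex under this block (adjusted p 0.157). It passed 14 lists in cerebellum and 3 in cortex. Apoe had an adjusted p of 0.0626 under this block, and from 0.0687 to 0.0778 in the fits without control 1 or control 3.

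Of the 15 cerebellum lists 0 passed with an estimated correlation, which gave 7 an unadjusted p under 0.05 and left no adjusted p below 0.175, and fry passed 9 of them and 2 others. From 12 to 16 passed across the fits that left out 1 control. Of the 31 lists in cortex, where 6 were reported, 0 passed with an estimated correlation, with 0 at an unadjusted p under 0.05, and 0 with fry, with 3 at that level, 0 of them among the 6. From 2 (without control 3) to 8 passed across the fits that left out 1 control, and 5 with the striatum score, of which 1 was shared. The estimated correlation widens the null by construction where genes of a list vary together between animals. With the striatum score the fibroblast list in cortex reversed its direction (adjusted p 0.0592, against 0.0231 without it), and the cause was not tested.

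For the difference between tissues the 21 genes became 128 with the animal as a block, which pairs the tissues, and 221 with DESeq2, where the cause was not tested. From 10 (without cerebellum control 1) to 117 (without cortex control 2) passed across the fits that left out 1 control library. Of 31 lists, against the 7 reported, fry passed 3, of which 2 were among the 7, the estimated correlation 1, which was among them, and the animal block 9, including all 7. The difference of Snx14 reversed without cerebellum control 3, to 0.0485 (adjusted p 1.0), and the fits that left out 1 control library ranged from -0.51 to 0.0485. For the single genes named in the tissue comparisons, 273 of 293 other tested values stayed on their side of the threshold, 7 were weaker and 13 stronger, and with 1 KO library left out 41 of 42 changes moved by less than the spread between replicates. For the interaction genes 92 of 110 did so and 17 were weaker, and for the lists 125 of 195 did so and 69 were weaker.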

Other observations

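The tests of splits of the cerebellum libraries, sex, depth, gene length and GC content were chosen before their results were seen. So were those of the choroid plexus and fibroblast lists in cerebellum, the region around Snx14 and the striatum list in cortex. The others in this part were chosen after.

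The 302 cerebellum calls were weighed against technical explanations. The real split of the 5 libraries gave the most calls of the 10 splits into 3 and 2, so that 1 of 10 gave as many, with edgeR and with DESeq2. The next was control 2 with KO 1, which gave 45, and the split by sex, control 2 with KO 2, gave 12. With 10 splits the share cannot be under 0.1, so the real grouping and an accidental one cannot be told apart by this count. Sex is balanced as far as 2 and 3 mice allow, with 1 male of 2 KO mice and 1 of 3 controls. With all libraries thinned to the smallest total 297 genes were called, of which 284 were among the 302. With a trend on gene length taken out 296 of the 302 were called again among 360, and with a trend on GC content 292 among 340. Of the calls 16 (5.30%) share over 50% of their exonic bases with another gene, and 285 genes were called when such genes were left out. Choroid plexus or meningeal tissue carried with the cerebellum would move the choroid plexus or the fibroblast list as a set. The choroid plexus list had a median of -0.58 and the fibroblast list of 0.64 (10 of 10 higher, adjusted p 0.00222), or 0.37 without control 2. With the mean log2 CPM of the choroid plexus list as a covariate 288 of the 302 were called again among 478. With that of the fibroblast list 240 were called again among 375, 189 of the 202 lower calls and 51 of the 100 higher ones. With the fibroblast score all 302 kept their sign, and the median of the higher calls went from 0.81 to 0.73. The score itself correlated with genotype with r of 0.65. Meningeal tissue thus stays open for part of the higher calls. Within 10 Mb of Snx14 2 of 124 tested genes were called, 1.61% against 1.55% elsewhere, which decides nothing about a passenger region around the edited locus, since the edited embryos and the mice they were backcrossed to were of the same strain. The other values argue against depth, length, GC content, sex, choroid plexus and meningeal tissue as the whole cause of the calls.

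Some calls share reads with a neighbour. Ccdc3 and Gm26776 lie on opposite strands, counted without strand, and 98.6% of the exonic bases of Gm26776 and 69.1% of those of Ccdc3 overlap other genes, so their rise may be that of 1 transcript counted for both. Ddx49 and Pet100, named after their values were seen, changed by -0.86 (SE 0.0591) and -1.06 (SE 0.0972) in cerebellum. They overlap the PC genes Homer3 and Pcp2, and the change of Pet100 minus that of Pcp2 was 0.0134 and that of Ddx49 minus Homer3 was 0.10. In cortex Pet100 changed by -0.05 and Ddx49 by -0.07. Reads of the PC genes counted for them could account for both falls.

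Of the genes called higher in cerebellum 94 were tested in cortex, where 74 rose, with a median of 0.24. Of the genes called lower 96 of 180 fell in cortex, with a median of -0.02. A change shared by both regions of the KO animals would give such a rise. The tissues of an animal also vary together without any effect, and 2 of the 10 splits of the animals, the real one included, gave a rise as large for the genes they ranked highest in cerebellum. A shared KO effect and variation between animals cannot be told apart with 5 animals.

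In cortex the real split gave 0 edgeR calls, so that calls cannot rank the splits. By genes at an unadjusted p under 0.05, 4 of the 10 splits gave at least as many as the real one, 1139 genes in the real split and 1640 for controls 1 and 2 against the others. The split by sex, control 2 with KO 2, gave 1266, and 11 calls. With DESeq2 the 49 calls of the real split were the most, and controls 2 and 3 against the others gave 38. No share under 0.1 is possible here either, and the KO grouping and an accidental one cannot be told apart. Of the 16 striatum genes 16 were lower in KO cortex, with a median of -1.72. Outside the list, 33 of 45 lower DESeq2 calls (73.3%) had control 2 as the highest control and KO 2 below KO 1, against 16.7% for a random order and 18.8% of all genes with at least 1 CPM. For these 45 calls KO 2 lay below KO 1 by a median log2 of -0.24, and control 2 above the mean of controls 1 and 3 by 0.39. With the striatum score as a covariate DESeq2 called 2 genes, Snx14 and Sgk1, and the median of the lower calls went from -0.93 to -0.37. Uneven inclusion of striatal tissue is a candidate explanation for much of the lower set. It is confounded in part with genotype in 5 libraries, so a KO effect on the same genes stays open. If less striatal tissue had raised the higher calls, control 2 would lie below controls 1 and 3, and KO 2 above KO 1. These log2 differences were -0.004 and -0.004 for Etnppl and 0.14 and -0.14 for Lyz2. Neither gene showed that order, which argues against striatal tissue for these genes. For Sult1a1 they were -0.73 and -0.36, the first with that order and the second against it, so striatal tissue stays open there. With the covariate the log2 changes of Etnppl, Lyz2 and Sult1a1 were 0.68 (SE 0.2505), 1.10 (SE 0.395) and 0.88 (SE 0.468), and 0 of 3 were called, with DESeq2 adjusted p-values of 1.

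Gm42418, AY036118 and CT010467.1 are annotated at a ribosomal RNA locus on chromosome 17 (39846353 to 39848827) and changed in KO cortex by -0.85, -0.87 and -0.85, with DESeq2 adjusted p-values of 0.00590, 0.00583 and 0.00578. Other genes overlap 100% of the exonic bases of AY036118 and 73.9% of those of CT010467.1, so the 3 changes may be 1 signal counted repeatedly. That does not say why the signal fell, which was not tested. In cerebellum the changes were -0.22, -0.23 and -0.21, within the spread of the controls.

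The immediate early list, 10 genes that respond to recent neuronal activity and are all above 1 CPM in both tissues, rose in KO cortex with a median of 0.38, and 0.17 without control 3. Fos was at 30.8, 50.4 and 11.9 CPM in control cortices 1 to 3 and at 49.8 and 48.4 CPM in KO 1 and KO 2. In cerebellum it was at 34.3, 64.1 and 5.34 CPM and at 38.3 and 40.8 CPM. Control 3 was thus the lowest in both tissues, and handling of single animals before death could account for the rise.

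KO 1 differed from the other animals in genes of tissues outside the brain. In CPM scaled over all 10 libraries, Prl was at 121 CPM in its cortex and 18.6 CPM in its cerebellum (next highest 3.24 and 10.5 CPM, in control 1), Gh at 13.4 and 3.96 CPM and Pomc at 20.2 and 16.3 CPM, each the highest value of its tissue. Pituitary tissue or RNA carried with that brain would raise other pituitary genes too. Of 5 others on the list, Cga, Tshb, Lhb, Pitx1 and Pou1f1, 2 were highest in KO 1 in both tissues and 4 in cortex. Tshb was lowest in KO 1 in cerebellum, at 2.36 CPM against 5.51, 5.04 and 6.36 CPM in the controls and 2.98 CPM in KO 2, and 2.38 CPM in its cortex. The other 4 were below 1 CPM in every library, so carried pituitary stays open as a candidate explanation. Immunoglobulin genes, singled out after their values were seen, were also high in KO 1: Ighg1 was at 247 CPM in cerebellum and 116 CPM in cortex, against at most 1.62 CPM in any other library, and Igkc at 138 and 70.0 CPM, against at most 1.59 CPM. With edgeR they did not pass in cerebellum (adjusted p 0.0959 and 0.0784), while DESeq2 called Igkc there (adjusted p 0.0106) although its rise rests on KO 1. No explanation was tested for them.

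The count of cortex calls with edgeR was 0, in either direction. That is lower than the counts quoted from the study above. DESeq2 called 49 genes in cortex, 3 higher and 46 lower, so the gap goes with the choice of test. KO cerebella retained 22.3% of the Snx14 level of the WT library and KO cortices 30.8%. That is a smaller reduction than the value quoted from the study above. The study's main text gives no assay, tissue or age with its value, so the measures may be unlike and the gap need not be a conflict.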
